A study of Mus musculus with 6 samples. Its data were reported in "SRRM2 splicing factor modulates cell fate in early development" (2024).

How the data were processed

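Total RNA was sequenced from mouse embryonic stem cells of the E14tg2a.4 line (WT) and from a heterozygous gene-trap derivative (Srrm2+/-), with 3 replicates per group and 6 libraries in all. Groups and replicate numbers were taken from the sample titles. The authors pseudo-aligned the reads with Kallisto 0.46.1 to the mouse transcriptome of GENCODE release M24 (build GRCm38) and deposited estimated counts per gene, not normalized. The strand setting and any filter on listed genes were not given in the sources used here. Kallisto divides reads among transcripts that share sequence, so near-identical genes, overlapping genes and genes inside introns can exchange counts.

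The deposited table listed 42450 genes. Estimated counts were rounded to whole numbers. Library totals lay between 54151532 and 69933465 estimated counts. Gene symbols, positions and gene types came from GENCODE release M21, on the same build, and 42156 identifiers matched. Genes past the filterByExpr rule (edgeR defaults, minimum count 10 and minimum total 15) were tested, which left 18905 genes, of which 80 had no match in the annotation. Coordinates are given on GRCm38, counted from 1.

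Differential expression was computed with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, two-sided), with genotype as the sole term and all 6 libraries in the fit. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Normalized CPM were computed on TMM-scaled library sizes. Every adjusted p without another name comes from this edgeR fit.

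Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), adjusted over the 15 lists tested. They comprised core pluripotency, naive, formative, primitive streak, primitive endoderm, trophectoderm, neural, actin-related and immediate early targets of the serum response factor (SRF), LIF-STAT3 response, imprinted, SRRM and speckle, and single-copy Y genes, with ribosomal protein genes and snoRNA genes as classes. Genes that the study names in its text formed separate lists, most of them chosen on these libraries. For each chromosome, the median log2 fold change of genes with a mean log2 CPM of at least 1 was set against the median of all autosomal genes and tested with camera. After the results were seen, the 31-base words of annotated transcripts (GENCODE release M21, either strand) were compared, for Y genes with transcripts of genes off the Y chromosome, and for snoRNA genes, the largest falls and genes at 0 counts in Srrm2+/- with transcripts of other genes. A gene whose words all occur elsewhere has no word of its own, so its count is an estimate that divides shared reads.

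The genes named in the text followed a fixed rule. They were Srrm2, the members of the lists, and the 5 largest rises and 5 largest falls in log2 fold change among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. The lists, this rule, the design and the alternatives were fixed before the data were examined, except where the text says otherwise. The study's report was known by then. From these same libraries it names SRF targets, the response to LIF, H19, Mest, Ddx3y, Eif2s3y and lower snoRNAs. Tests of the SRF, LIF-STAT3, imprinted, Y and snoRNA lists are therefore not independent of that report.

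The alternatives were RLE and upper quartile normalization, DESeq2 1.42.0, limma voom, a filter of at least 1 count over all libraries, a filter of at least 1 CPM in every library of a group, the replicate number as a block, each library left out in turn, stricter call rules, removal of short RNA, rRNA and mitochondrial genes before normalization, fry and camera with an estimated correlation, and other expression limits for chromosomes. Spike-in scaling was planned but not run because no spike-in rows were found in the table. Analyses with identical copies counted once, with scaRNA genes added to snoRNA genes and with U3 copies summed were chosen after seeing the data.

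The scripts were tested on simulated counts for the 18905 tested genes, with 200 genes changed between Srrm2+/- and WT. At a 2-fold change edgeR recovered 85% of the 100 simulated genes, and at a 1.5-fold change 57% of 100. Of the genes that edgeR called in the simulation, 10.1% had not been changed, which is above the nominal rate. The share was 8.28% with limma voom and 19.8% with DESeq2. Counts were simulated once, with far fewer changed genes than were called in the data. The recovery and false shares therefore need not hold for the data. A simulated list of 20 genes raised 2-fold was recovered, 0 of 50 unchanged lists were called by camera, and a chromosome raised 1.5-fold gave a relative median of 0.58 on the log2 scale. Splicing, single cells, knockdown experiments and other data of the study were not analysed here.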

Results

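To measure how a reduced dose of Srrm2, which encodes a splicing factor of nuclear speckles, changes gene expression in mouse embryonic stem cells, total RNA profiles of 3 WT and 3 Srrm2+/- cultures were compared. The Srrm2+/- line carries a gene-trap cassette in 1 allele of Srrm2. WT libraries held 55619089 ± 2495056 estimated counts (SD, n = 3) and Srrm2+/- libraries 66739934 ± 4962249 (SD, n = 3). Pearson correlations of log2 CPM across tested genes were 0.985 to 0.986 within WT, 0.988 to 0.989 within Srrm2+/- and 0.971 to 0.975 between the groups. The first principal component held 52.2% of the variance and separated the genotypes. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 14.7 over genes with 20 or more counts), so no pair looked like 1 library deposited more than once. That check does not tell separate cultures from separate preparations of 1 culture. Per the study's methods, each line was frozen in 3 independent batches at different passages, and cells thawed from them served as biological replicates. Which of the 6 libraries belongs to which group and replicate was taken from the labels.

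Srrm2 (ENSMUSG00000039218, chromosome 17, 23790532 to 23824741, plus strand) was examined first because it checks the labels. Its level was 95.7 ± 3.94 CPM (SD, n = 3) in WT and 59.3 ± 3.02 CPM (SD, n = 3) in Srrm2+/-. The log2 fold change was -0.69 (SE 0.05, edgeR adjusted p 2.38e-05), and the groups did not overlap. WT libraries gave 91.2, 98.3 and 97.7 CPM, and Srrm2+/- libraries gave 62.3, 56.2 and 59.6 CPM. Across the alternatives its log2 fold change stayed between -0.72 and -0.65.

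The core pluripotency factors were compared next, to ask whether a lower dose of Srrm2 alters the pluripotent state. Nanog (chromosome 6, 122707489 to 122714633) fell from 482 ± 15.3 to 292 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of -0.72 (SE 0.04, edgeR adjusted p 8.60e-06). Klf4 (chromosome 4, 55527143 to 55532466) fell from 112 ± 6.01 to 63.1 ± 7.49 CPM (SD, n = 3 each), a log2 fold change of -0.82 (SE 0.08, edgeR adjusted p 0.000126). The fall of Sox2 (chromosome 3, 34650405 to 34652461) was smaller, from 375 ± 7.92 to 306 ± 12.8 CPM (SD, n = 3 each), with a log2 fold change of -0.30 (SE 0.04, edgeR adjusted p 0.00124). Pou5f1 (chromosome 17, 35506018 to 35510772) was at 847 ± 16.3 CPM in WT and 824 ± 11.7 CPM in Srrm2+/- (SD, n = 3 each). Its difference did not pass the threshold (log2 fold change -0.04, SE 0.04, edgeR adjusted p 0.485).

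**Figure D1:**
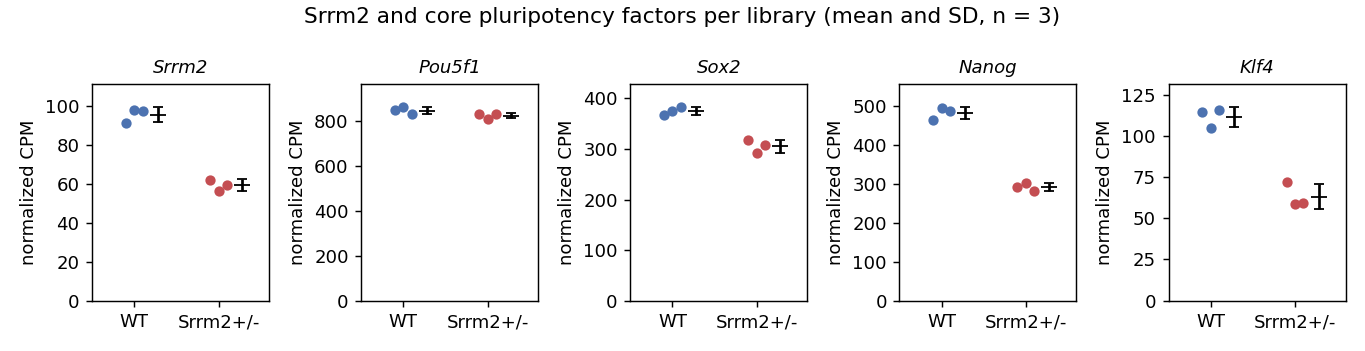
Normalized CPM of Srrm2 and the core pluripotency factors in each library (points), by genotype, with the mean and SD of 3 replicates beside them. Srrm2, Sox2, Nanog and Klf4 lie lower in all Srrm2+/- libraries, while Pou5f1 values overlap.

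Of 18905 genes tested, 4781 (25.3%) were called by edgeR, 2573 higher and 2208 lower in Srrm2+/-. The choice that moved these numbers most was an added limit on size. With an absolute log2 fold change of at least 1, 813 genes were higher and 340 lower. The median log2 fold change was 0.59 among higher genes and -0.38 among lower genes.

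The 5 largest rises by the naming rule were H19, Acta1, Tagln, Acta2 and Mest. H19 (long non-coding, chromosome 7, 142575529 to 142578143) had 0, 0 and 7 counts in WT and 253, 315 and 210 counts in Srrm2+/-. Its log2 fold change was 6.46 (SE 0.58, edgeR adjusted p 8.16e-05). Without WT replicate 3, the sole WT library with a count, WT held 0 counts. The fit then gave 10.93, which shows the direction but is not a measured size. Mest (chromosome 6, 30723547 to 30748465) rose from 2.76 ± 0.268 to 47.6 ± 4.31 CPM (SD, n = 3 each), a log2 fold change of 4.11 (SE 0.09). Tagln (chromosome 9, 45929619 to 45936058) rose from 3.58 ± 1.13 to 68.4 ± 5.52 CPM (SD, n = 3 each), a log2 fold change of 4.26 (SE 0.18). The log2 fold changes of Acta1 and Acta2 were 4.28 (SE 0.27) and 4.15 (SE 0.19).

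The 5 largest falls were Rnu3b4, Rnu3b2, Arhgef3, Gm4617 and Snora68. Rnu3b4 and Rnu3b2 are U3 snoRNA copies on chromosome 11 (87462286 to 87462500 and 87471368 to 87471582) with identical counts in every library, so they are a single measurement that the counting split evenly. Each had 1337, 4053 and 2403 counts in WT and 2, 0 and 34 counts in Srrm2+/-, with a log2 fold change of -7.99 (SE 0.68, edgeR adjusted p 5.70e-05). That size rests on the 34 counts of Srrm2+/- replicate 3, since it became -11.45 without that library, and limma voom gave -9.73 (adjusted p 0.0384). All of the 31-base words (100%) of Rnu3b4 and Rnu3b2 also occur in Rnu3b1, a neighbouring copy that fell from 915 ± 220 to 399 ± 90.2 CPM (SD, n = 3 each; log2 fold change -1.20, SE 0.19, edgeR adjusted p 0.00183). With the counts of Rnu3b1, Rnu3b2, Rnu3b3 and Rnu3b4 summed, the log2 fold change was -1.27 (SE 0.19, edgeR adjusted p 0.00139), so the larger value depends on how reads were divided among the copies. Arhgef3 (protein coding, chromosome 14, 27114899 to 27403911) fell from 6.36 ± 2.92 to 0.400 ± 0.117 CPM (SD, n = 3 each), a log2 fold change of -3.99 (SE 0.37). Gm4617 is a processed pseudogene with 99.7% of its words in transcripts of other genes, and 93.7% in Ptma. Its log2 fold change was -3.81 (SE 0.78, edgeR adjusted p 0.00697), and limma voom did not call it (adjusted p 0.109). Snora68 had a log2 fold change of -3.47 (SE 1.03, edgeR adjusted p 0.0376). It was held by 81 counts in Srrm2+/- replicate 3, against 0 in the other Srrm2+/- libraries. Without that library Srrm2+/- held 0 counts, and the fitted -11.15 shows the direction but is not a measured size. DESeq2 did not call Snora68, and neither did edgeR when any library other than Srrm2+/- replicate 3 was left out.

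**Figure D2:**
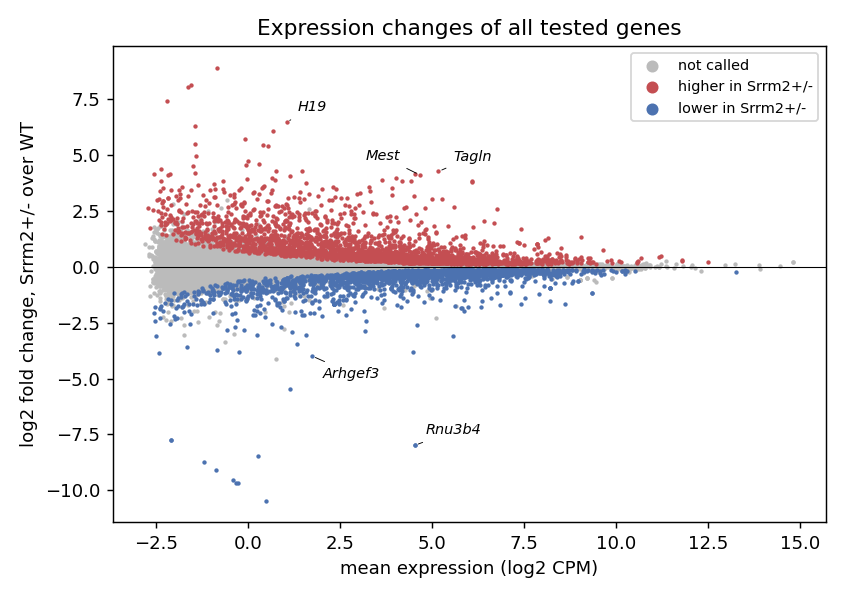
Log2 fold change of each tested gene against its mean expression in log2 CPM, with called genes in red (higher in Srrm2+/-) and blue (lower). The 2573 higher and 2208 lower genes spread over the range of expression.

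The fixed lists asked whether pluripotency, lineage and signalling genes moved together. Naive genes fell (median log2 fold change -0.43, camera adjusted p 4.27e-06), with 10 of 12 called lower. Dppa3 was the exception that rose (0.71, SE 0.08). Formative genes rose (median 0.93, camera adjusted p 4.27e-06), with 9 of 11 called higher and Zic2 called lower (-0.47, SE 0.06). The core factors as a list had a median of -0.51 (camera adjusted p 0.00395). All 18 tested actin-related SRF targets were called higher, with a median of 2.72 and a range of 0.46 to 4.28 (camera adjusted p 1.44e-17). Of 9 immediate early SRF targets, 8 were called higher (median 1.23, camera adjusted p 4.27e-06).

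Among lineage lists, the trophectoderm genes had a median of 0.87 (camera adjusted p 0.0366), but their members went both ways. Krt8, Krt18 and Krt19 rose by 3.85, 3.79 and 3.87, while Tfap2c was lower at -0.71 (log2). That list was no longer past the threshold without Srrm2+/- replicate 1 (camera adjusted p 0.0586). Primitive streak (median 0.79), primitive endoderm (median 0.73) and neural genes (median 0.31) did not pass it, with camera adjusted p of 0.101, 0.168 and 0.985. The primitive streak list did pass without WT replicate 2 (median 1.26, camera adjusted p 0.0172). Imprinted genes had a median of 0.44 (camera adjusted p 4.27e-06), with 18 of 28 called higher and 4 lower. They ranged from -1.09 for Zrsr1 to 6.46 for H19, and the call of Zrsr1 was lost under 8 alternatives. LIF-STAT3 response genes (median -0.05), SRRM and speckle genes (median -0.05) and ribosomal protein genes (median -0.01) were not called as lists, with camera adjusted p of 0.195, 0.273 and 0.619. The ribosomal protein median changed sign without WT replicate 2 or Srrm2+/- replicate 3, and stayed negative under the other scalings. No list was past the threshold when the correlation between genes was estimated from the data (lowest camera adjusted p 0.0982), whereas fry called 14 of the 15 lists, all but ribosomal protein genes.

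Adjusted over the list alone, edgeR called 11 of 12 naive, 10 of 11 formative, 18 of 18 actin-related SRF, 8 of 9 immediate early SRF, 23 of 28 imprinted and 4 of 5 single-copy Y genes. Over all genes tested the corresponding counts were 11, 10, 18, 8, 22 and 4.

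**Figure D3:**
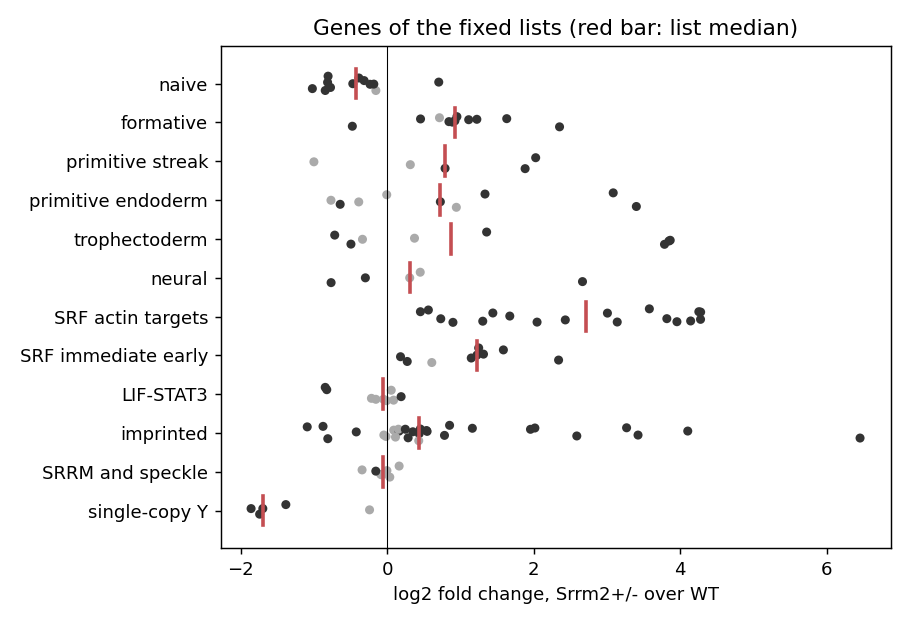
Log2 fold change of each tested member of the fixed lists, dark where called and grey where not, with the list median as a red bar. All 18 actin-related SRF targets lie above 0, and the naive and formative medians lie at -0.43 and 0.93.

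Of the 40 tested genes that the study names in its text, 33 were called over all genes tested and 35 adjusted over the list alone. Since the study chose most of them on these libraries, neither count is independent evidence. Genes it named from other experiments were called less often over all genes tested. They were 6 of 8 knockdown genes (1 higher, 5 lower) and 3 of 8 genes of its single-cell intermediate state (2 higher, 1 lower). Every gene of the remaining study lists was called. The 8 differentiation genes were all called higher, among them Srf (0.99, SE 0.06) and Wnt7a (4.53, SE 0.35). The 4 LIF response genes were all called lower, with Mras at -1.21 (SE 0.06). Gm12238, Snora65 and Snora24 had 0 counts in every Srrm2+/- library. Against a floor of 3 counts per library, they were at least 63.5-fold, 37.3-fold and 33.4-fold lower, respectively. All words (100%) of each occur in transcripts of another gene, which were Gm22884, Rpl12 and Snhg8, so these counts depend on how shared reads were divided.

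By gene class, 16.7% of 14704 protein coding genes were called higher and 12.5% lower. Of 215 snoRNA genes, 95 (44.2%) were called lower and 1 higher. The median log2 fold change of this class was -0.68. Of the 58 snoRNA genes with at least 95% of their 31-base words in transcripts of other genes, 45 were lower (median -1.57, camera adjusted p 2.31e-15). Of the 97 with under 5%, 22 were lower and 1 higher (median -0.29, camera adjusted p 5.82e-05). The 60 between had 28 lower (median -0.80). Each group was past the threshold with fry (largest adjusted p 0.0235) and none with an estimated correlation (adjusted p 0.139 for each). Other short RNA classes also held lower calls, with 26 of 92 snRNA genes, 7 of 17 scaRNA genes and 33 of 40 rRNA genes. Most of the rRNA genes are 5S copies with identical counts. With each set of identical copies counted once, 2 of 9 rRNA genes, 22 of 74 snRNA genes and 92 of 210 snoRNA genes were lower. Of 230 miRNA genes, 7 were called higher and 2 lower. The snoRNA share of all counts was 0.577 ± 0.0922% in WT and 0.350 ± 0.0323% in Srrm2+/- (SD, n = 3 each). The two-sided exact permutation p of that difference was 0.1, the smallest that 3 against 3 libraries can give.

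**Figure D4:**
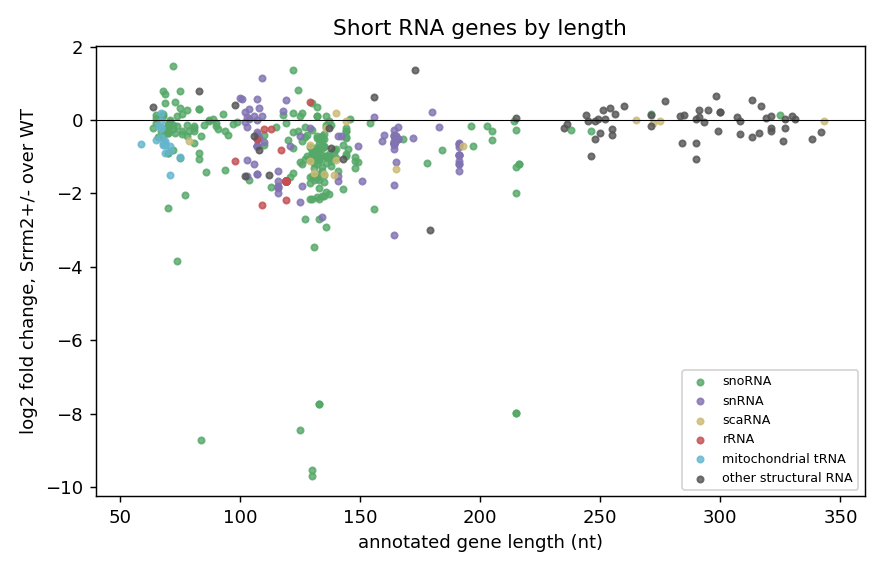
Log2 fold change of short RNA genes against annotated length in nucleotides, coloured by class, with 4 genes outside the plotted lengths left out. Genes of 91 to 120 nt have a median of -1.36 (-0.41 with identical copies counted once), genes of 121 to 150 nt a median of -0.97, and genes above 250 nt a median of 0.03.

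Chromosome dosage was compared because cultured lines can gain or lose chromosomes. Autosomal medians lay between -0.01 and 0.02 of the median of all autosomal genes, the X chromosome was at 0.01, and camera called 0 of 19 autosomes (0 at an unadjusted p under 0.05). On the same medians fry called 9 autosomes. Between 29.0% and 37.1% of the genes of each autosome were called by edgeR. The Y chromosome had a relative median of -0.92 over 9 genes (camera adjusted p 0.000163), which became -0.55 without WT replicate 1 and -0.53 without WT replicate 3, when 8 genes were tested. Eif2s3y fell to 30.9%, Ddx3y to 30.0% and Uty to 27.6% of the WT level (log2 fold changes -1.70, -1.74 and -1.86, SE 0.05, 0.05 and 0.06). Zfy1 was called lower at -1.38 (SE 0.22). Kdm5d had a log2 fold change of -0.24 (SE 0.14, edgeR adjusted p 0.255) at 4.52 CPM in WT, and its difference did not pass the threshold. Uba1y, which was not on the fixed list and was chosen after its values were seen, was at -0.92 (SE 0.12). The other 3 of the 9 genes, named here after their values were seen, did not pass the threshold. Gm47283 (154 CPM in WT) was at 0.00170 (SE 0.07, edgeR adjusted p 0.989), Gm37158 (76.0 CPM) at -0.12 (SE 0.05, edgeR adjusted p 0.0779) and Gm21244 (3.25 CPM) at -0.0816 (SE 0.14, edgeR adjusted p 0.73). Of their 31-base words, 46.8%, 86.2% and 38.7% also occur in annotated transcripts of genes off the Y chromosome.

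**Figure D5:**
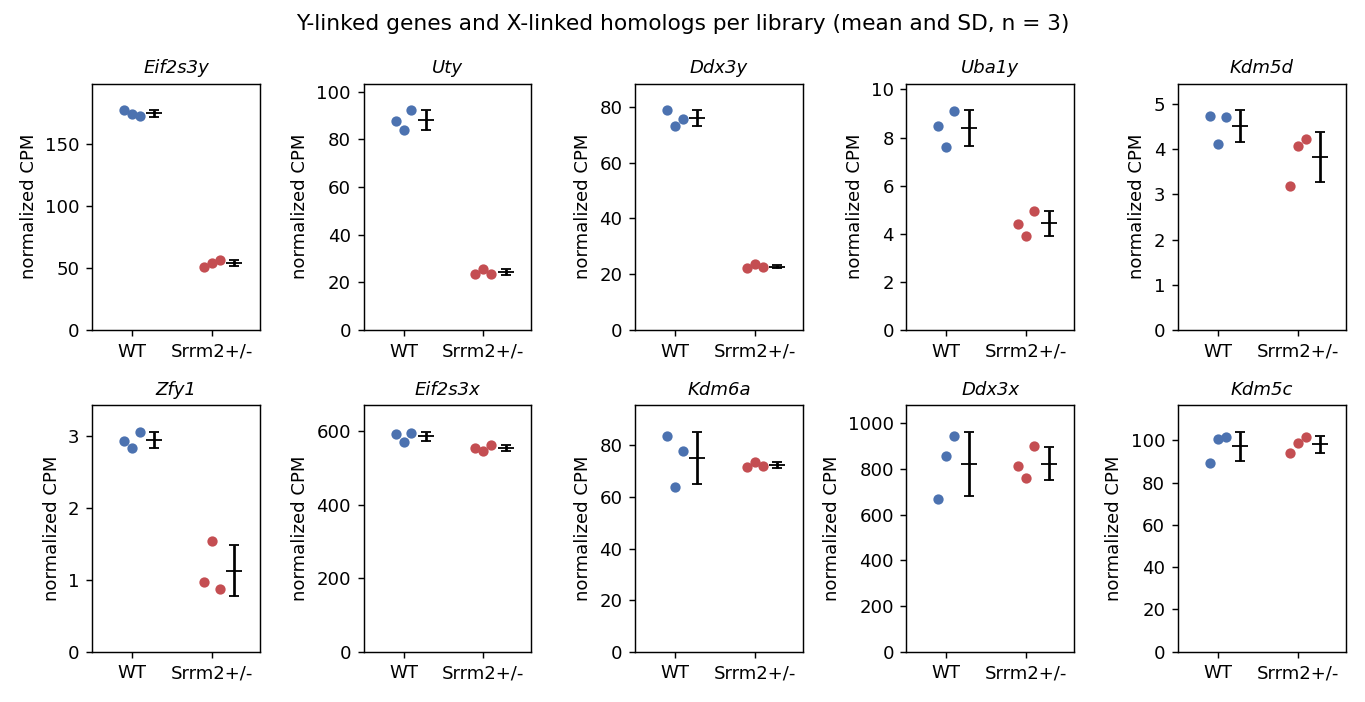
Normalized CPM of Y-linked genes and X-linked homologs in each library (points), by genotype, with the mean and SD of 3 replicates. Eif2s3y, Uty and Ddx3y lie near 30% of WT in Srrm2+/-, while the X-linked genes overlap or lie close.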

Values the study reported

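For the total RNA libraries the study gave 2569 genes as upregulated and 2205 as downregulated in Srrm2+/- cells. It gave a fold change of 1.61 for the reduction of Srrm2, with an adjusted p of 2.36e-05. Reductions of 1.7-fold for Nanog, 1.8-fold for Klf4 and 1.2-fold for Sox2 were stated, and Pou5f1 was described as not differentially expressed. Of 232 snoRNAs, 103 were stated to be downregulated. The study gave passages 19 to 21 for the WT cells and 4 to 7 for the Srrm2+/- cells.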

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

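The analyses with identical copies counted once, with scaRNA genes added to snoRNA genes and with U3 copies summed were chosen after seeing the data. Srrm2, Nanog, Klf4 and Sox2 stayed lower and past the threshold under all 13 alternatives run for them, and Pou5f1 stayed below it. The number of changed genes lay between 3515 and 4122 when 1 library was left out, with 1956 to 2257 higher and 1559 to 1865 lower, and fewer samples entered those fits. It was 4796 under RLE, 4759 under upper quartile, 4704 with DESeq2 and 4789 with limma voom, and the share of higher calls under these 4 was 53.4% to 55.1%, against 53.8% in the main analysis. Under an absolute log2 fold change of at least 1 it was 1153 (813 higher, 340 lower, a share of 70.5% higher), and under an adjusted p below 0.01 it was 2779 (1574 higher, 1205 lower, 56.6%). Counting identical copies once left 4731.

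Same-numbered replicates did not deviate together (correlations of deviations -0.03, -0.03 and -0.03), so the numbers do not pair the samples. With the replicate block, edgeR called 4166 genes (2281 higher, 1885 lower) and 0 snoRNA genes higher. The trophectoderm list had a median of 0.87 and an adjusted p of 0.059 under the block, and Zrsr1 was at -0.96 with 0.0716. The block changed no other call of a list or chromosome.

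With the correlation between genes estimated, 9 lists fell below the threshold at unchanged medians. These were core factors (-0.51, adjusted p 0.144), naive (-0.43, 0.185), formative (0.93, 0.198), trophectoderm (0.87, 0.36), actin-related SRF (2.72, 0.0982), immediate early SRF (1.23, 0.0982), imprinted (0.44, 0.0982), single-copy Y (-1.70, 0.144) and snoRNA (-0.68, 0.185). So did the Y chromosome (-0.92, 0.211). With fry 5 more lists passed, which were primitive streak (0.79, 0.0165), primitive endoderm (0.73, 0.0059), neural (0.31, 9.0e-05), LIF-STAT3 (-0.0486, 0.00678) and SRRM and speckle (-0.0502, 0.0389), and 9 autosomes. fry asks whether the members shifted on average in 1 direction, not whether they changed more than other genes. Ribosomal protein genes, with 4 called higher and 5 lower, did not pass it (fry adjusted p 0.87). The neural median reversed to -0.29 under the stricter filter, where 3 genes were left. That filter also raised the trophectoderm median to 2.58 (6 genes, adjusted p 0.0284) and the primitive endoderm median to 1.92 (4 genes, 0.0541), and it left the primitive streak list without a value.

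Leaving out 1 library, the primitive streak median ranged from 0.67 to 1.26, the trophectoderm median from 0.82 to 0.95, the neural median from 0.11 (without WT replicate 1) to 0.41 and the ribosomal protein median from -0.0459 to 0.0126, reversed at 0.00250 without WT replicate 2 and at 0.0126 without Srrm2+/- replicate 3. The cause was not tested. Y chromosome medians ranged from -1.001 to -0.53. They were -1.68 at a log2 CPM of at least 4 (5 genes) and -0.24 with no expression minimum (19 genes).

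Lower snoRNA genes numbered 79 to 108 with 1 library left out, 96 under RLE, 96 with DESeq2, 109 of 513 without the filter and 79 of 119 under the stricter filter. With scaRNA genes added, 102 of 232 were lower. The 1 higher snoRNA gene, Gm25854 (log2 fold change 1.46, WT mean 0.108 CPM, named after its values were seen), went to 0 with DESeq2, no filter and the stricter filter, and the number ranged from 0 to 2 with 1 library left out. Its low counts limit that call.

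Of 127 called genes that the naming rule covers, the number kept was 127 under RLE and upper quartile, 123 with DESeq2, 125 with limma voom, 121 under the block and 115 to 121 with 1 library left out. None changed sign under these or the filter and block alternatives. Summing the U3 copies moved Rnu3b4 and Rnu3b2 from -7.99 to -1.27 (adjusted p 0.00139). Spike-in scaling was not run.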

Other observations

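The tests of a Y loss in part of the cells, of the X-linked homologs, of sequence that Y genes share with other chromosomes, of sequence that snoRNA genes share with other genes, of short RNA recovery between WT libraries, of collagen levels against fibroblasts, of the GC and length trend for snoRNA genes, of runs of adjacent genes and of genes near Srrm2 were chosen after the results were seen.

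The large number of changed genes was set against other groupings. The real split gave 4781 genes with edgeR, and the highest of the 9 other splits gave 0, so 1 of 10 splits reached that number. At an unadjusted p under 0.05 the real split gave 6881 genes and the others 254 to 533. The highest adjusted number among the others was 1 with limma voom and 28 with DESeq2. Because 10 splits never give a share under 0.1, this count cannot exclude chance whatever the gap. Each of the other splits mixes the genotypes, so the genotype difference adds to the spread within its groups and its low numbers are not those of groups with no change. Thinning every library to 54151433 counts left 4697 genes, so the deeper Srrm2+/- libraries do not account for the calls. The largest shift of an autosome or the X was 0.0217 (log2). Among the alternatives it reached at most 0.0328, without WT replicate 1. These values argue against the gain or loss of whole chromosomes. Genotype remains confounded with line history, because all Srrm2+/- replicates come from 1 gene-trap line. Per the study's methods, the WT and Srrm2+/- cultures also came from passage ranges that do not overlap, so passage goes fully with genotype. Effects of clone or of time in culture were not tested.

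Eif2s3y, Uty and Ddx3y, the most abundant Y-linked genes on the fixed list, fell together. The lowest share of the WT level kept by Eif2s3y, Uty or Ddx3y in any Srrm2+/- library was 26.8%, and the highest was 32.3%, which argues against complete loss of the Y chromosome in these cultures. Loss in part of the cells may explain the pattern, since the 3 log2 fold changes lay within 0.16 of each other, but joint regulation of these genes would look alike, and bulk libraries cannot tell them apart. Per the study's methods, the repository that supplied the Srrm2+/- line reported a chromosome count for it, with no loss stated. The methods do not say how many cells were counted, or that these cultures were. Kdm5d and Uba1y fell less, keeping 84.8% and 52.8% of the WT level. In Srrm2+/- replicates 1, 2 and 3, Kdm5d kept 70.6%, 90.1% and 93.6%, and Uba1y kept 52.5%, 46.7% and 59.1%. With 1 library left out, the log2 fold change of Kdm5d ranged from -0.31 to -0.12. Zfy1 is not shown to differ from the 3 genes, since it kept 32.9%, 52.2% and 29.7% in the Srrm2+/- libraries and was at -1.67 without Srrm2+/- replicate 2 (-1.38 with it). Gm47283 and Gm37158, as abundant as these 3 genes, did not fall (0.00170 and -0.12), which loss in part of the cells would not give if their counts came from the Y chromosome. Of the 31-base words of Gm37158, 86.2% also occur in annotated transcripts off the Y chromosome, so its level may come from those. For Gm47283 the share was 46.8%, all of it in the X-linked Gm21887, so its level may come from the X chromosome. The unchanged levels of Gm47283 and Gm37158 therefore cannot decide for or against loss of the Y chromosome. Reads of X-linked homologs counted for the Y gene could in principle hide a fall of Kdm5d and Uba1y. Over 6 Y genes the Spearman correlation of the ratio of X homolog to Y gene with the log2 fold change was 0.77 (Pearson's r on the log2 ratio 0.65, exact permutation p of rho 0.103, two-sided). However, 0.0329% of the 31-base words of Kdm5d occur in Kdm5c and 0.0989% of those of Uba1y in Uba1, which argues against homolog reads as the source of the Kdm5d level. The levels of Kdm5d and Uba1y (log2 fold changes -0.24, SE 0.14, and -0.92, SE 0.12) therefore go against loss of the whole chromosome in part of the cells as the sole account, unless both genes rose in the cells that kept it or took reads from sequence off the Y chromosome, which holds 6.86% and 5.07% of their words. Neither was tested. The X-linked homologs of these genes moved by -0.08 to 0.04, and 0 of 6 were called by edgeR.

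The fall of snoRNA genes came with a fall of other short RNAs. With identical copies counted once, snRNA, scaRNA, rRNA and mitochondrial tRNA genes had a joint median of -0.57. Rny1 and Rny3 fell by 1.49 and 1.53 on the log2 scale, whereas the longer Rn7sk (0.03), Rpph1 (0.05) and Rmrp (-0.17) did not pass the threshold. Lower recovery of short RNAs in the Srrm2+/- libraries is therefore a candidate explanation. Against it, genes of at most 90 nt and of 91 to 120 nt fell less (medians -0.25 and -0.41) than genes of 121 to 150 nt (-0.97), and miRNA genes had a median of 0.16, although reads of host transcripts could carry both. Short RNA levels also varied within WT. In WT replicate 3, snoRNA genes with a log2 CPM of at least 1 had a median of -0.32 relative to WT replicates 1 and 2, snRNA genes -0.91 and 2 rRNA genes -1.92. The medians of 9 scaRNA genes (0.08), 6 mitochondrial tRNA genes (-0.0566) and 12 miRNA genes (0.13) did not fall by as much or rose. These values go against a loss of all short RNAs alike in that library, but not against a loss of some classes. Srrm2+/- libraries lay below WT replicate 3 as well (-0.43 for snoRNA genes). For the 9 scaRNA genes the Srrm2+/- median was 0.00236 relative to WT replicates 1 and 2, and -0.15 relative to WT replicate 3. Over all 17 tested scaRNA genes the median log2 fold change was -0.57, with 7 called lower. Relative to WT replicates 1 and 2, the 6 mitochondrial tRNA genes were at -0.40 and the 12 miRNA genes at 0.28. After removal of the trend of log2 fold change on GC content and transcript length, the snoRNA median was 0.10. The snoRNA genes were themselves among the 12182 genes that set the trend, at lengths held mostly by short RNA genes, so this correction would remove an effect of genotype as well as a length bias. Recovery and an effect of genotype on short RNAs cannot be told apart here, because each library is both a preparation and a genotype. Host genes were tested separately. The host genes of lower snoRNA genes had a median of -0.0589, against -0.72 for the 180 snoRNA genes with a host, and the correlation across these genes, which are not independent replicates, was weak (Spearman's rho 0.10, Pearson's r 0.19, permutation p of rho 0.16). That argues against a fall of the hosts, passed on through intronic reads, as the cause. It does not bear on how reads that fit both a snoRNA gene and another transcript were divided. The snoRNA genes with at least 95% of their 31-base words in other transcripts had a median of -1.57, against -0.29 for those with under 5%. A different division of shared reads between libraries may therefore account for much of the fall, although groups of snoRNA genes also differ in expression (median log2 CPM 1.59 and -0.34). The genes with under 5% shared words still leaned lower, with 22 called lower and 1 higher (camera adjusted p 5.82e-05, fry adjusted p 0.0235). Division of reads shared with annotated transcripts would not lower these genes, so the values argue against sharing as the whole cause for them. With an estimated correlation their camera adjusted p was 0.139. That test cannot decide here, since it passed no list, not even the actin-related SRF targets with 18 of 18 called (0.0982).

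The rise of actin-related SRF targets was weighed against fibroblasts in the cultures, from a list of 12 fibroblast genes written before the test. The first test planned was whether these genes rise together, and the comparison of levels was added once they were seen to rise. Of the 10 tested, 8 were called higher and 1 (Fn1) lower, with a median of 1.06. In WT, 4 of them were already at 10 CPM or more, and 0 were on another list. This direction is what fibroblasts would bring, yet the levels are not. Col1a1, Col1a2 and Col3a1 together reached 6.60 CPM in Srrm2+/-, against a summed rise of 2229 CPM in the SRF list. Actb, Actg1 and Flna made up 1595 CPM of that rise. The other 15 genes rose by 634 CPM together, and the median rise per gene was 39.2 CPM, so the collagens lie below the rise on each of these measures, and Lum and Dcn had 4 and 9 counts over the 3 Srrm2+/- libraries. After removal of the trend on GC content and length, the SRF list kept a median of 2.64, and the gap between formative and naive medians was 1.36, against 1.35 before. These values argue against contaminating fibroblasts and against GC or length bias as the whole cause. From these libraries alone, a shift in state of the stem cells themselves remains a hypothesis, with line history untested. The study's single-cell data, not analysed here, put most Srrm2+/- cells in other clusters than most WT cells. SRF target expression lay mostly in the cluster that the study calls most differentiated. Its methods describe growth on gelatine and name no feeder cells.

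Adjacent genes moved together in places. The highest median of any run of 31 adjacent protein coding genes was 1.03, on chromosome 14 (3049285 to 6219292), beyond the shuffled runs (p 0.000999, the smallest that 1000 shuffles can give), with 11 of 31 genes called higher and 1 lower. Most of these genes carry predicted-gene names and lie side by side, and reads shared among near-identical copies could make them move as 1 gene. The lowest median was -0.25, on chromosome 4 (139352587 to 141618633), where 15 of 31 genes were called lower and 4 higher (shuffle p 0.012). Few of its genes carry predicted-gene names, so shared reads are proposed for the chromosome 14 run alone. Regional regulation and a change in copy number cannot be told apart for either run, since both predict the same shift. Near Srrm2, 15 of 34 tested genes within 500 kb were called (44.1%, against 25.3% elsewhere, Fisher's exact p 0.0167), 8 higher and 7 lower. The gene trap may act on neighbours, but genes are not independent, and the directions were mixed.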
